A study of Mus musculus with 21 samples.

How the data were processed

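Total RNA from epidermal sheets of mouse skin was sequenced after depletion of ribosomal RNA. Per the labels' protocols, RNA was isolated with Trizol and a column kit that included a DNase step, libraries were made with the NEBNext Ultra II RNA kit, and paired-end reads of 150 bp were taken on an Illumina NovaSeq instrument. The series held 21 samples in 7 groups of 3, named in the labels by genotype and age, and each sample had 1 file of counts per gene. Samples were grouped by their titles, which also gave the replicate numbers.

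The deposited values were whole-number counts per gene, not normalized, for 49315 Ensembl gene identifiers with their exon coordinates and summed exon length. The aligner, the counting program, the genome build, the handling of reads that map to several places and the use of strand were not stated in the labels or the file headers. Of the identifiers, 48970 (99.3%) were in the GENCODE M21 annotation of the GRCm38 mouse assembly, all 48970 on the same chromosome and 44772 (91.4% of them) with the same start and end. Coordinates below are therefore those of the files, read as GRCm38, and symbols and gene types were taken from M21. Genes that overlap on the opposite strand, and close paralogs, can share or lose reads in ways these files do not show.

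In 13 of the 21 files every gene was listed at 0. These were all 3 files each of the control, the strain-specific control, the Tfap2a knockout and the double knockout at 3 weeks, and the file labelled Tfap2b knockout at 3 weeks with replicate number 3. The other 8 files held 11318181 to 17746284 counts. Of 10 comparisons fixed before the data were examined, 1 had at least 2 libraries with counts in each group and was tested. The other 9 were not tested, and the 2 libraries labelled Tfap2b knockout entered no test between groups. In the fit of all libraries together they shared in the estimate of the spread, and explanations for values seen in them were tested on those libraries.

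The comparison at 6 months used edgeR 4.0.16 in R 4.3.3: filterByExpr on the 2 groups, TMM factors, glmQLFit with robust = TRUE and a prior count of 2, and glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Standard errors of log2 fold changes were taken from the unshrunken coefficient and the quasi-likelihood F. CPM values are counts per 1000000 counts of the library, computed here without TMM factors. A count of 0 was taken to allow up to 3 counts, and a fold change against a group whose 3 libraries all held 3 counts or fewer was given as a lower bound against that floor. Intervals and floors cover counting error only, because reads made by PCR without molecular identifiers are not independent molecules. Tfap2a and Tfap2b were reported first, as the genes the labels name as deleted. The other named genes were chosen by a rule written before the data were examined: among annotated genes past the threshold, with a mean of at least 1 CPM in the higher group and every library of one group above every library of the other, the 5 largest rises and the 5 largest falls in log2 fold change. Members of a gene list were named as examples of that list. Tfap2c, the paralog in the same list, was tested under the same alternatives as the named genes.

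The 18 gene lists, fixed by name before the data were examined, covered the AP-2 family (called targeted genes), basal, suprabasal, granular and cornified, and wound and stress keratinocytes, hair shaft and inner root sheath, hair follicle stem cells, sebaceous gland, melanocytes, T cells, Langerhans and other myeloid cells, interferon-stimulated genes, proliferation, dermal fibroblasts, skeletal muscle, adipocytes, endothelium and red blood cells. They were tested with camera in limma 3.58.1 (inter-gene correlation 0.01, trended variance) and adjusted over the 18 lists, with fry and with an estimated correlation as alternatives.

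The edgeR steps were tested on simulated data: counts were drawn for the real genes from the real means, library sizes and dispersions, with 200 genes changed 4-fold. Of the 193 changed genes among the 17332 tested, 137 (70.98%) were called, none in the wrong direction, and 10 of the 147 calls (6.80%) were genes left unchanged. Without changed genes, 1 of 17254 tested genes was called. Counts were drawn for each gene independently, so differences shared by many genes of a library were not simulated.

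Alternatives chosen before the data were examined were median-ratio size factors, total counts without further factors, no filter on low counts, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, limma-voom, the replicate number as a block, a length correction, both together, a test against a fold change of 1.5 (glmTreat), all libraries in one fit, removal of the 20 genes with the most counts, of chromosomes X and Y or of mitochondrial genes, a prior count of 0.5, and each library left out in turn. Chosen after seeing the data were a length and GC correction and the subtraction of a background. The background was the counts per exonic kb of 1418 autosomal protein-coding odorant and vomeronasal receptor genes (3875 kb of exons), multiplied by each gene's exonic length. Replicates within a group were compared by a chi-square test of their counts. The chi-square per degree of freedom lay between 19.6 and 75.4 for the 6 pairs of libraries, so no pair was taken for 1 library held under separate sample names. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.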

Results

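The series addressed the role of the transcription factors AP-2α and AP-2β, encoded by Tfap2a and Tfap2b, in the epidermis. Mice carried floxed alleles of 1 or both genes and the K14Cre transgene, which expresses Cre recombinase from the promoter of the keratin gene Krt14 in basal keratinocytes. Gene expression was measured by RNA sequencing of epidermal sheets at 3 weeks or 6 months of age, with 3 samples in each of 7 groups, as labelled: knockouts of Tfap2a, of Tfap2b and of both genes, a control and a strain-specific control at 3 weeks, and the double knockout and the strain-specific control at 6 months. In 13 of the 15 files at 3 weeks every gene was listed at 0, so no comparison at 3 weeks or between ages was tested.

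The 3 strain-specific control libraries at 6 months held 12041410, 11318181 and 15359124 counts for replicates 1, 2 and 3, and the 3 libraries labelled double knockout held 13808397, 14667472 and 17746284. The 2 libraries labelled Tfap2b knockout with counts, from 3 weeks, held 12971951 and 12512099. Control replicates 1 and 2 differed from every other library in the number of genes with at least 1 count, 35794 and 39362, against 24329 in control replicate 3 and 23454 to 25537 in the other 5 libraries. They also held more counts in odorant and vomeronasal receptor genes, 1.61 and 3.19 counts per exonic kb, against 0.148 in control replicate 3 and 0.0970 to 0.195 in the other 5. Applied to all exons, these densities came to 1.56% and 3.30% of the counts of control replicates 1 and 2, and to 0.112% in control replicate 3.

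**Figure D1:**
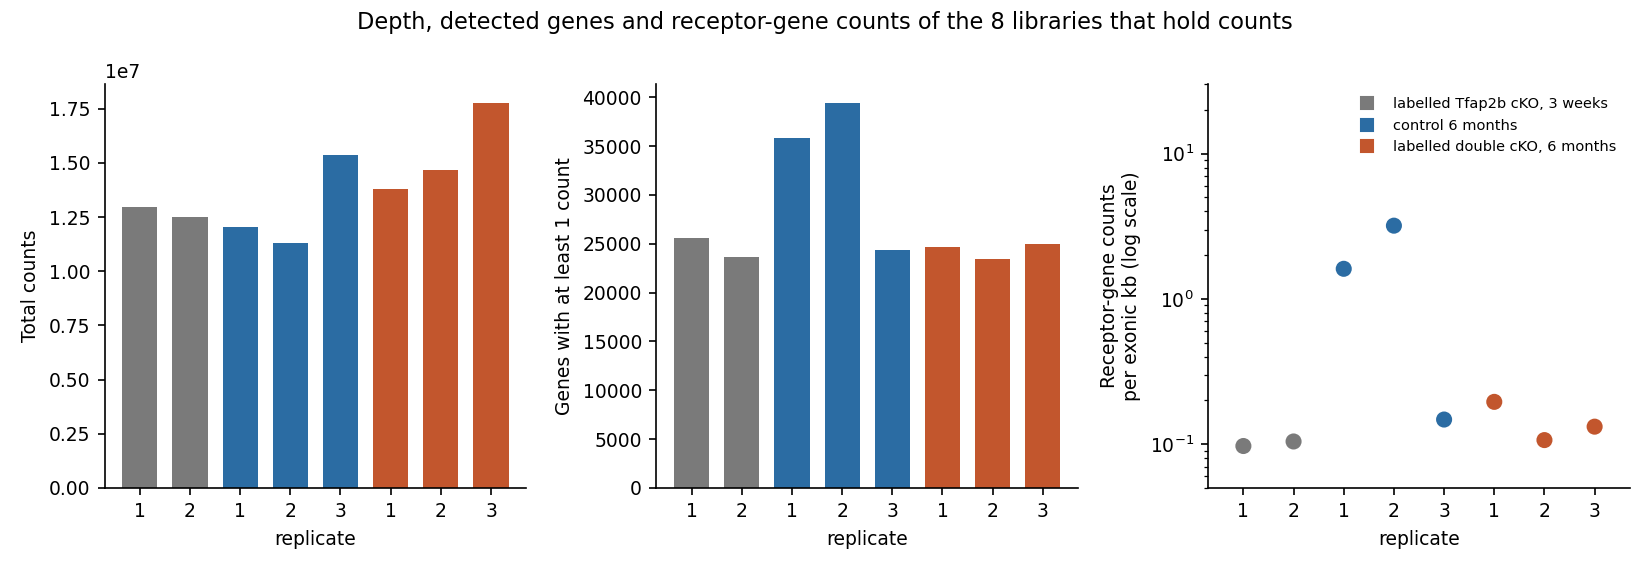
Total counts, number of genes with at least 1 count, and counts per exonic kb in receptor genes on a log axis, for each of the 8 libraries that hold counts, with replicate numbers on the x axis and groups by colour. Control replicates 1 and 2, with 35794 and 39362 genes and 1.61 and 3.19 receptor counts per kb, lie above the other 6 libraries in both measures but not in total counts.

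Across the 17755 genes tested at 6 months, rank correlations of log2 CPM were 0.969 to 0.978 among the libraries labelled double knockout and 0.942 to 0.955 among the controls. Control replicate 3 had a mean rank correlation of 0.944 with the other 2 controls and of 0.947 with the 3 libraries labelled double knockout, so it lay about as near to the other group as to its own. These correlations are across genes, which are not independent replicates.

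Tfap2a (ENSMUSG00000021359, chromosome 13, 40715675 to 40733823, minus strand, GRCm38) was not lower in the libraries labelled double knockout. It held 164.6, 140.3 and 210.1 CPM in control replicates 1 to 3 and 228.6, 213.2 and 309.2 CPM in the libraries labelled double knockout, from 1588 to 5488 counts per library. The log2 fold change was 0.47 (SE 0.19), with an adjusted p-value of 0.118 in edgeR's quasi-likelihood test. It passed the threshold as a rise without control replicate 3, at 0.72, and without a filter on low counts, at 0.57. The fit without a filter gave some p-values too small to trust at 3 libraries in each group, as described below. Tfap2b (ENSMUSG00000025927, chromosome 1, 19208914 to 19238576, plus strand) held 57.3, 86.6 and 71.03 CPM in the controls and 53.8, 57.2 and 56.9 CPM in the libraries labelled double knockout, from 690 to 1091 counts. Its log2 fold change was -0.43 (SE 0.17, edgeR adjusted p 0.111), and the highest library labelled double knockout lay just under the lowest control. Without control replicate 2 it was -0.27. Tfap2b was at 44.9 and 71.7 CPM (582 and 897 counts) in the libraries labelled Tfap2b knockout, for which no control of that age was analysed here. A count over the whole gene also takes in reads outside any deleted exon, and counts per exon were not analysed here. The gene-level counts did not show the loss of either gene, and every direction below is that of the libraries labelled double knockout against those labelled control.

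**Figure D2:**
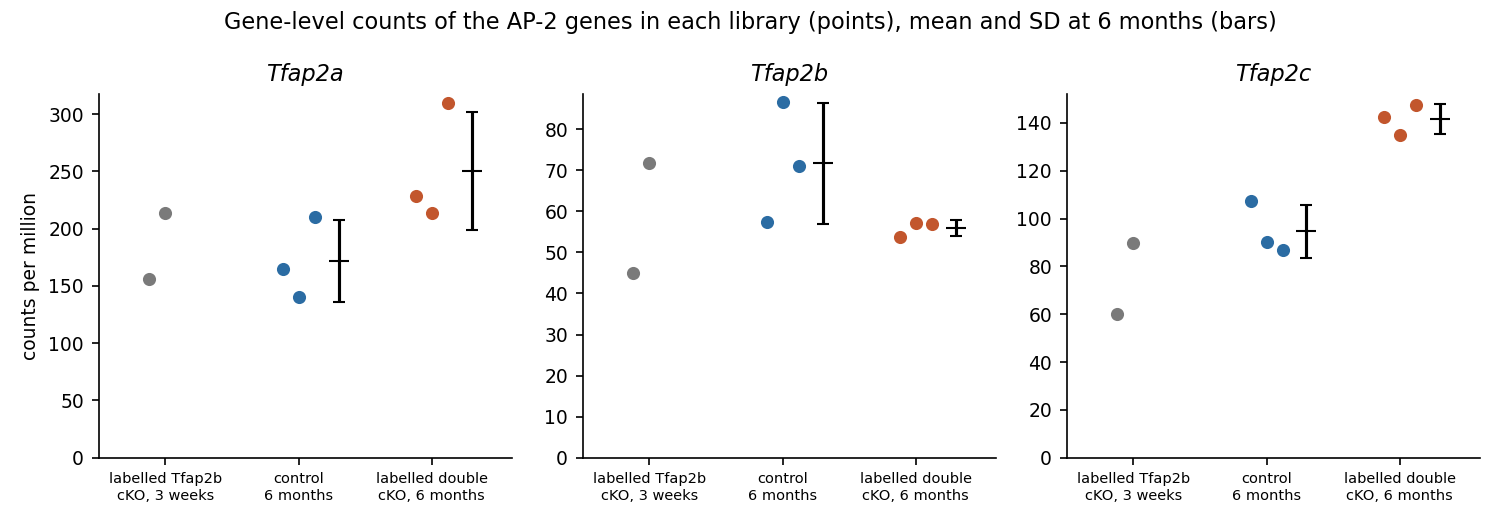
CPM of Tfap2a, Tfap2b and Tfap2c in each library (points), with the mean and SD of the 3 libraries of each 6-month group beside them (bars). Tfap2a lies higher, at 213.2 to 309.2 CPM against 140.3 to 210.1, and Tfap2b slightly lower, at 53.8 to 57.2 CPM against 57.3 to 86.6, in the libraries labelled double knockout.

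Tfap2c (ENSMUSG00000028640, chromosome 2, 172549593 to 172558622, plus strand), a paralog, rose from 94.7 ± 11.02 to 142 ± 6.25 CPM (SD, n = 3 each), a log2 fold change of 0.50 (SE 0.14, edgeR adjusted p 0.0384). Leaving out control replicate 2 or any 1 of the libraries labelled double knockout brought it to between 0.47 and 0.58, no longer past the threshold. It also lost the threshold with the background subtracted (0.44, with the filter before or after the subtraction), with all libraries in one fit (0.55), with the replicate block (0.51), with the block and length correction (0.51) and against a fold change of 1.5, so in 10 of 24 alternatives.

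The comparison of the double knockout with the strain-specific control at 6 months asked which transcripts differ in adult epidermis when both genes are targeted. Of 17755 genes tested, 2637 (14.9%) passed an adjusted p of 0.05, 1111 higher and 1526 lower in the libraries labelled double knockout, and 5690 had an unadjusted p under 0.05. Changes of at least 2-fold were fitted for 502 of the higher and 1025 of the lower genes. The biological coefficient of variation was 0.311. The groups did not overlap in 6877 of the tested genes (38.7%), where chance gives 10%, and in 2611 of the 2637 past the threshold. The test against a fold change of 1.5 gave the fewest genes of all alternatives, 585. Among the 6 fits that each left out 1 library, the count was highest without control replicate 3, at 7544 genes (2733 higher, 4811 lower), and lowest without the library labelled double knockout of replicate 1, at 668. With total counts in place of TMM factors, 1376 genes were higher and 1327 lower, so the excess of lower genes depended on the scaling. When control replicate 3 alone was set against the libraries labelled double knockout, it lay on the called side of all 3 for 2272 of those 2733 higher genes and for 2311 of those 4811 lower ones. Control replicate 3 alone allows no test.

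**Figure D3:**
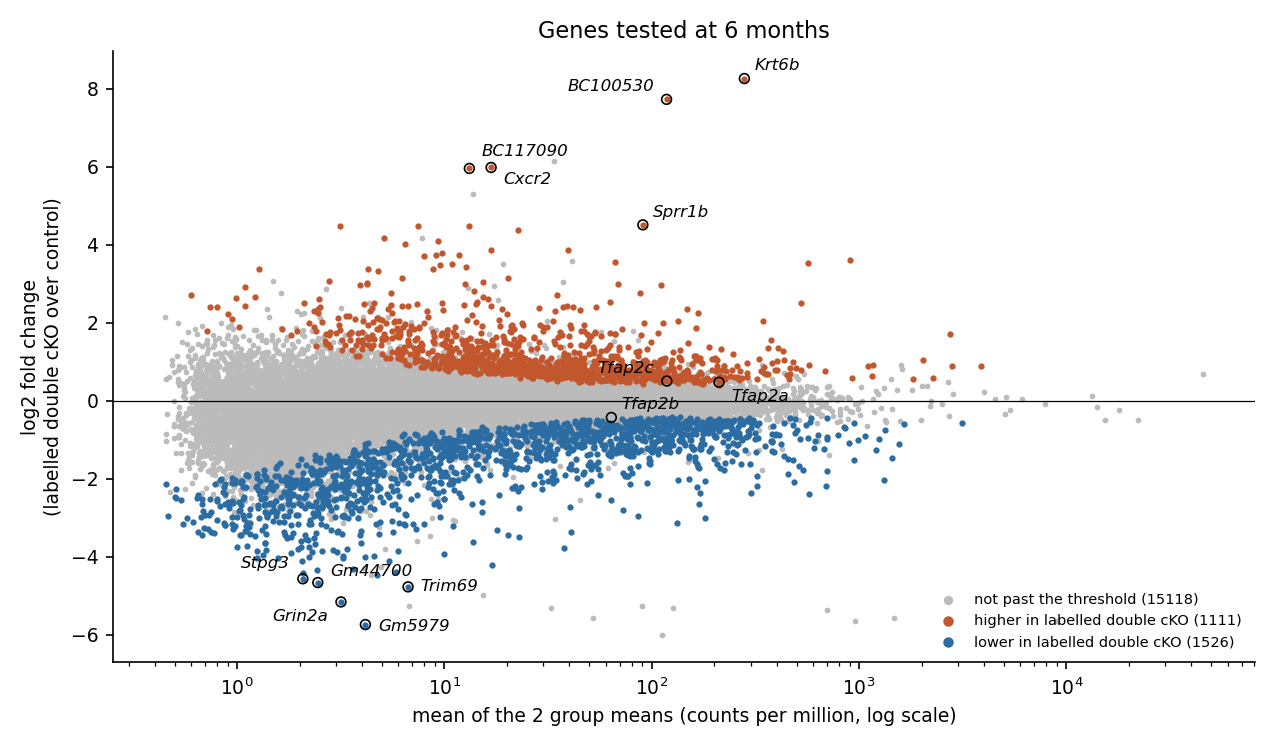
Log2 fold change of each of the 17755 genes tested against the mean of both group means in CPM (log axis), coloured by whether the gene passed an adjusted p of 0.05 and in which direction, with Tfap2a, Tfap2b, Tfap2c and the 10 named genes circled. Of the genes past the threshold, 1111 lie above 0 and 1526 below.

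The 5 largest rises were in Krt6b, BC100530, Cxcr2, BC117090 and Sprr1b. Krt6b (ENSMUSG00000023041, chromosome 15, 101676034 to 101680289, minus strand), a keratin gene, rose from 1.63 ± 1.102 to 557 ± 101 CPM (SD, n = 3 each), a log2 fold change of 8.26 (SE 0.45, edgeR adjusted p 0.000128), on 10 to 34 counts per control library and 6143 to 11380 per library labelled double knockout. Its close paralog Krt6a can share reads with it. The summed counts of both rose in all 3 libraries, by a log2 fold change of 3.99 (SE 0.56, edgeR adjusted p 0.00850). BC100530 (ENSMUSG00000071561, chromosome 16, 36359382 to 36367748, minus strand) and BC117090 (ENSMUSG00000079594, chromosome 16, 36321665 to 36334332, minus strand) are neighbouring genes of the stefin A family, whose members can share reads, so their separate values are uncertain. BC100530 rose from 0.945 ± 0.522 to 235 ± 136 CPM (n = 3 each, log2 fold change 7.73, SE 0.62, edgeR adjusted p 0.000894). BC117090 rose from 0.291 ± 0.370 to 26.1 ± 27.4 CPM (n = 3 each, log2 fold change 5.96, SE 1.24, edgeR adjusted p 0.0207). The library labelled double knockout of replicate 3 held 57.8 CPM of BC117090 against 10.6 and 9.89 in the other 2, and without it the log2 fold change was 4.58, still past the threshold, whereas without control replicate 1 it was 5.82 and no longer past it. BC117090 was also no longer past the threshold without a filter, under limma-voom and with the replicate block and length correction together. Summed over 6 stefin A genes the log2 fold change was 6.61 (SE 0.50, edgeR adjusted p 0.000526), higher in 3 of 3 libraries. Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246, plus strand), which encodes a chemokine receptor, rose from 0.363 ± 0.121 to 33.2 ± 11.1 CPM (n = 3 each, log2 fold change 5.98, SE 0.37, edgeR adjusted p 9.87e-05). Its controls held 6, 3 and 5 counts. The receptor-gene background estimated for its exonic length was 4.91, 9.72 and 0.450 counts, which in control replicate 2 exceeded the count itself. Sprr1b (ENSMUSG00000048455, chromosome 3, 92436809 to 92438789, minus strand), of the small proline-rich family, rose from 7.07 ± 3.86 to 174 ± 18.5 CPM (n = 3 each, log2 fold change 4.51, SE 0.40, edgeR adjusted p 0.000772).

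The 5 largest falls were in Gm5979, Grin2a, Trim69, Gm44700 and Stpg3, all at low counts. In all but Grin2a the size of the fall rested largely on control replicate 1. Gm5979 (ENSMUSG00000103304, chromosome 3, 88474584 to 88475154, plus strand), an unprocessed pseudogene, held 241, 43 and 16 counts in the controls and 1, 0 and 0 in the libraries labelled double knockout. It was at least 42.1-fold lower (edgeR adjusted p 0.0142). Gm44700 (ENSMUSG00000109307, chromosome 7, 28887127 to 28888483, minus strand), an antisense transcript whose counts are uncertain because the use of strand was not stated, held 11.9, 1.86 and 0.781 CPM in the controls, against 0, 1 and 2 counts in the libraries labelled double knockout. It was at least 24.6-fold lower (edgeR adjusted p 0.0175), and without control replicate 1 it was no longer past the threshold, at a fitted log2 fold change of -2.91. Stpg3 (ENSMUSG00000036770, chromosome 2, 25212207 to 25214637, minus strand) held 113, 25 and 11 against 1, 1 and 0 counts, at least 20.8-fold lower (edgeR adjusted p 0.0121). Grin2a (ENSMUSG00000059003, chromosome 16, 9567898 to 9995560, minus strand), a glutamate receptor subunit gene, held 87, 103 and 39 against 2, 0 and 0 counts. On these deposited counts it was at least 31.9-fold lower (edgeR adjusted p 0.00227). The receptor-gene background for this long transcript came to 28.9 and 57.2 of the counts in control replicates 1 and 2 and to 2.65 in control replicate 3. The bound for Grin2a would be smaller with this background subtracted, and it was not computed that way. The fitted log2 fold change of Grin2a was -4.87 after subtraction, against -5.16 before it. Trim69 (ENSMUSG00000033368, chromosome 2, 122160700 to 122179027, plus strand) fell from 12.99 ± 13.6 to 0.356 ± 0.250 CPM (SD, n = 3 each, log2 fold change -4.77, SE 0.94, edgeR adjusted p 0.0118). Control replicate 1 held 28.7 CPM of Trim69 and the other 2 controls 5.48 and 4.75. Without it the log2 fold change of Trim69 was -3.46, and Gm5979 was at least 12.3-fold, Gm44700 at least 6.69-fold and Stpg3 at least 7.43-fold lower. Trim69, Gm5979 and Stpg3 were still past the threshold without it, but each lost it elsewhere. Under limma-voom Gm5979, Trim69, Gm44700 and Stpg3 were all no longer past the threshold. The same held for Gm5979 without any 1 of the libraries labelled double knockout (fitted log2 fold change -5.90 to -5.53), for Gm44700 without replicate 1 or 2 of them (-4.43 and -4.63), for Stpg3 without replicate 1 of them (-4.62) and for Trim69 without replicate 3 of them (-4.85). Grin2a stayed past the threshold in every alternative run.

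**Figure D4:**
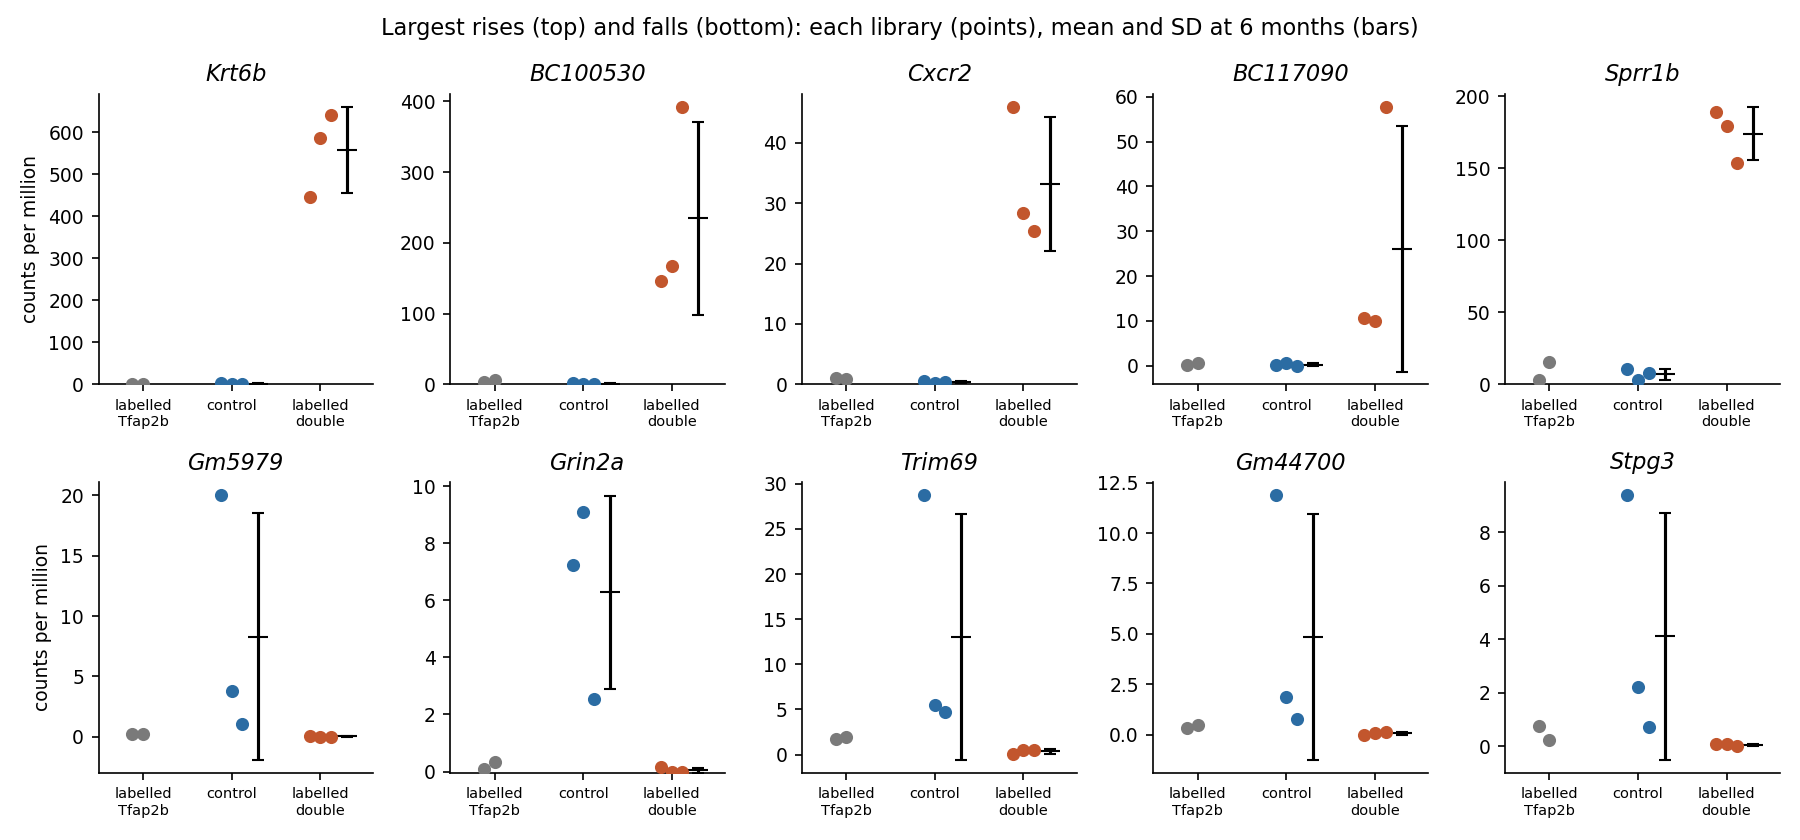
CPM of the 5 genes with the largest rises (top) and the 5 with the largest falls (bottom) in each library (points), with mean and SD of each 6-month group (bars). Krt6b lies at 445 to 641 CPM in the libraries labelled double knockout and at 0.651 to 2.82 CPM in the controls, and control replicate 1 lies above the other 2 controls for Gm5979, Trim69, Gm44700 and Stpg3.

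Of the 18 gene lists, 7 differed at 6 months by camera after adjustment over the lists, 3 higher and 4 lower in the libraries labelled double knockout. The wound and stress keratinocyte list had a median log2 fold change of 3.52 over 13 tested genes (camera adjusted p 1.36e-08). Of these genes 6 were past the threshold over all genes tested, all higher, and 10 when adjusted over the list alone. Krt6a (ENSMUSG00000058354, chromosome 15, 101689932 to 101694307) held 55.6, 248.4 and 91.3 CPM in the controls and 1867, 1460 and 1720 CPM in the libraries labelled double knockout (log2 fold change 3.60, SE 0.57, edgeR adjusted p 0.0123). S100a8 was at 24.0, 4.23 and 172 CPM in the libraries labelled double knockout and did not pass the threshold (log2 fold change 6.14, SE 2.07, edgeR adjusted p 0.119). The proliferation list had a median of 1.39 over 10 genes (camera adjusted p 7.28e-07), with 8 genes higher past the threshold and 9 adjusted over the list alone. Mki67 rose from 76.2 ± 36.4 to 222 ± 38.7 CPM (n = 3 each, edgeR adjusted p 0.0226). The basal keratinocyte list had a median of 0.82 over 10 genes (camera adjusted p 7.28e-07), with 7 genes higher past the threshold and 9 adjusted over the list alone. Krt14, whose promoter the Cre transgene carries, rose from 1230 ± 247.4 to 4236 ± 735 CPM (n = 3 each, log2 fold change 1.71, SE 0.19, edgeR adjusted p 0.000969).

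The 4 lower lists were those of the hair shaft and inner root sheath (median -1.14, 12 genes, camera adjusted p 0.00394), hair follicle stem cells (median -1.18, 8 genes, camera adjusted p 0.0181), sebaceous gland (median -0.97, 11 genes, camera adjusted p 0.00726) and dermal fibroblasts (median -2.08, 8 genes, camera adjusted p 0.0123). They held 1, 2, 4 and 4 genes past the threshold as lower, and 1, 4, 4 and 6 adjusted over the list alone. In the stem cell list Postn and in the fibroblast list Col6a1 were higher and past the threshold. Lgr5 fell from 25.6 ± 12.01 to 1.99 ± 1.74 CPM (n = 3 each, log2 fold change -3.63, edgeR adjusted p 0.00785) and Scd1 from 780 ± 65.4 to 193 ± 28.1 CPM (n = 3 each, log2 fold change -2.09, edgeR adjusted p 0.000132). Without control replicate 3 none of these 4 lists passed the threshold, at medians of -1.08, -1.03, -1.0 and -2.28, and without the library labelled double knockout of replicate 1 the hair shaft list did not, at -0.78. The sebaceous median was -0.41 without control replicate 2, and the stem cell median was -1.92 without the library labelled double knockout of replicate 3. The fibroblast median was -1.58 without control replicate 2. That library held a summed 184 CPM of this list, and control replicates 1 and 3 held 71.2 and 70.8. The libraries labelled double knockout held 43.4 to 52.8 CPM. The fibroblast list was chosen to measure other tissue in the sheets. The amount of dermis, follicle or gland on each sheet was not measured otherwise. Differences in tissue carried along therefore stay open as a source of these 4 falls.

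The other 11 lists did not pass the threshold. Their medians were 0.48 for the AP-2 family, 0.0039 for red blood cells, -0.023 for melanocytes, -0.31 for the granular and cornified layer, -0.34 for suprabasal keratinocytes, -0.48 for interferon-stimulated genes, -0.50 for T cells, -0.54 for Langerhans and other myeloid cells, -0.78 for adipocytes and for endothelium, and -1.13 for skeletal muscle (2 tested genes). Several passed it when 1 library was left out. These were the granular and cornified layer without control replicate 2 (-0.42) or the library labelled double knockout of replicate 3 (-0.38), the myeloid list without the library labelled double knockout of replicate 1 (-0.73), adipocytes without that of replicate 3 (-1.87), and skeletal muscle without control replicate 3 (-2.77) or the library labelled double knockout of replicate 3 (-2.22). Such fits can test more genes of a list: 8 for skeletal muscle and 6 for adipocytes in the cases just given, against 2 and 3. Across the 6 fits the medians ranged from -0.42 (without control replicate 2) to -0.085 (without control replicate 1) for the granular and cornified layer, from -0.40 (without the library labelled double knockout of replicate 2) to -0.17 (without that of replicate 1) for suprabasal keratinocytes, and from -0.79 (without that of replicate 1) to -0.16 (without that of replicate 3) for T cells. They ranged from -1.38 (without the library labelled double knockout of replicate 2) to -0.12 (without control replicate 1) for interferon-stimulated genes, from -1.87 (without the library labelled double knockout of replicate 3) to -0.38 (without control replicate 1) for adipocytes, and from -1.57 (without control replicate 3) to -0.22 (without control replicate 2) for endothelium. The range was -2.77 (without control replicate 3) to -0.997 (without control replicate 1) for skeletal muscle, -1.80 (without control replicate 3) to 0.20 (without control replicate 2) for melanocytes, and -0.35 (without control replicate 1) to 0.14 (without control replicate 2) for red blood cells. No tested list member lay at its bound, so the medians with bounds were the same. Under fry, 4 of the 7 calls held (wound and stress, proliferation, basal, and hair shaft and inner root sheath) and the AP-2 family list was called as well. Under camera with an estimated correlation 0 lists were called, and 2 had an unadjusted p under 0.05. The lists were also set against control replicate 3 alone, without a test and with 0.5 CPM added. The medians of the 7 called lists kept their direction. They were 2.59 for wound and stress, 1.04 for proliferation and 0.55 for basal keratinocytes. The lower ones were -0.65 for the hair shaft, -1.16 for stem cells, -0.17 for the sebaceous gland and -0.90 for fibroblasts. Among the lists not called, the median changed sign for melanocytes (0.43), endothelium (0.42) and red blood cells (-0.37), and the rest kept their direction.

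**Figure D5:**
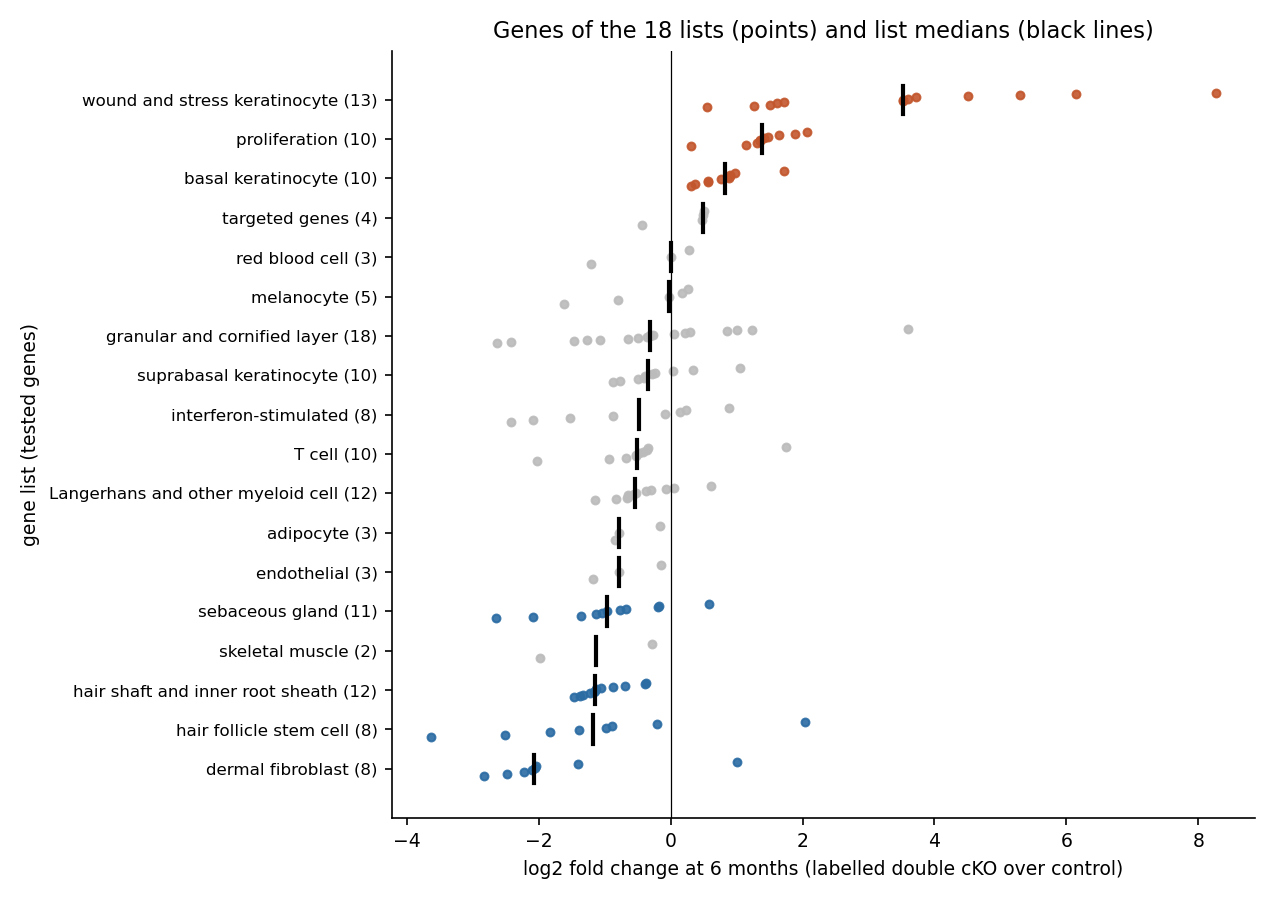
Log2 fold change of each tested gene of the 18 lists (points) and the list median (black line), with the number of tested genes in brackets and lists past an adjusted p of 0.05 by camera in colour. The wound and stress keratinocyte list has the highest median, 3.52, and the dermal fibroblast list the lowest, -2.08.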

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

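The comparison of both libraries labelled Tfap2b knockout, for age and genotype as the cause, and the lower of their ratios of Y-linked to escape genes were tests chosen only after the result was seen.

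The 2 libraries labelled Tfap2b knockout at 3 weeks entered no comparison of groups, and each summed gene list was held against the highest control library at 6 months. A value over 3 times that library was taken for a closer look. In replicate 1 the summed CPM lay at 88.6 times the highest control for adipocytes, 20.3 times for endothelium, 17 times for red blood cells, 15.9 times for dermal fibroblasts and 9.14 times for the sebaceous gland. Replicate 2 lay under the highest control for each of these 5 lists. Age and genotype were argued against as the whole cause, because both libraries share them. Replicate 1 held at least 103.67 times as much as replicate 2 in each of the fibroblast, adipocyte and endothelial lists. The totals of both libraries, 12971951 and 12512099 counts, and their receptor-gene background, 0.0875% and 0.0975% of counts, were close. The basal and suprabasal keratinocyte sums in replicate 1 were 0.837 and 0.873 times those in replicate 2. Tissue below the epidermis, left on the sheet of replicate 1, may be the source. Of the 22 genes of the fibroblast, adipocyte and endothelial lists, 21 were over 10 times higher in replicate 1 than in replicate 2. The sums of these lists therefore did not rest on a few genes. The count cannot test the source, since these are the genes whose sums were flagged. Col1a1 was at 1128 and 7.67 CPM, and Adipoq at 227 and 0.0799 CPM. The sebaceous sum of 14983 CPM in replicate 1 lay mostly in Scd1 (8197 CPM) and Fasn (5818 CPM). Awat2, Far2 and Soat1 of that list were lower in replicate 1 than in replicate 2, and its other members were higher. The sebaceous sum therefore rested on a few genes and does not show that more gland was present. The control epidermis at 6 months held 8 fibroblast, 5 adipocyte and 5 endothelial genes at a mean of 1 CPM or more. A difference between the animals stays open as untested.

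Xist, the transcript of the inactive X chromosome, was at 11.5 times the highest control library in the library labelled Tfap2b knockout of replicate 1 and at 24.8 times in replicate 2 (89.8 and 194 CPM, against 0.507 to 7.81 CPM in the 6-month libraries). Both libraries also held Y-linked transcripts, at 194 and 303 CPM summed, against 231 to 365 CPM at 6 months. Genomic DNA was argued against, because the Xist counts were at least 669.95 times the background estimate. Material from animals of both sexes could give both signals. It would lower the ratio of Y-linked to X-inactivation escape genes, which was 0.355 in replicate 1 and 0.440 in replicate 2. At 6 months the ratio was 0.296 and 0.317 in control replicates 1 and 2 and 0.414 to 0.475 in the 4 libraries without their receptor-gene background. Replicate 1 lay below those 4 and replicate 2 among them, although replicate 2 held more Xist. The summed escape genes, which female material would raise, were lower than in each 6-month library, at 547 and 690 CPM against 730 to 812 CPM. Xist, as a transcript of the inactive X chromosome, thus went with female material, and the escape genes went against it. These values together do not settle whether material of both sexes was present. No library of known sex and that age was analysed here, and replicate 1 may also have held other tissue. Age, genotype and the handling of the samples stay open as untested, since no control of that age was analysed here.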

How the results depend on the processing

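The length and GC correction and both forms of background subtraction were alternatives chosen after seeing the data. The 2637 genes past the threshold at 6 months (1111 higher, 1526 lower in the libraries labelled double knockout) stayed within 1.5 times under median-ratio factors, total counts, at least 10 counts in every library, the DESeq2 Wald test, limma-voom, the length correction with or without the replicate block, the removal of the top 20 genes, of chromosomes X and Y or of mitochondrial genes, the length and GC correction, and the background subtraction, with 1935 to 3835 genes. Median-ratio factors shared 2612 genes with the 2637 and background subtraction 2270. Total counts moved the median log2 fold change of all genes by 0.0625 and gave 1376 higher and 1327 lower genes, so that lower genes were no longer the larger part.

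The counts moved under 4 other settings. Without a filter, which tested 42554 genes, 4809 passed (1941 higher, 2868 lower), 2321 of them shared. The edgeR adjusted p of Krt6b was 8.19e-195 in that fit, against 0.000128 with the filter. That of BC117090 went the other way, from 0.0207 to 0.0857. A value as small as that of Krt6b cannot be trusted at 3 libraries in each group, so the calls without a filter are doubtful. With the replicate number as a block, 1729 passed (720 higher, 1009 lower). The correlations between libraries of the same number, after removal of group means, were 0.0276, -0.161 and -0.0574, so the numbers did not pair the libraries, and the cause was not tested. Against a fold change of 1.5, which by construction asks for larger changes, 585 passed (196 higher, 389 lower). With all libraries in one fit, 1548 passed (658 higher, 890 lower), and the cause was not tested. The 6 fits that each left out 1 library gave 668 to 7544 genes, with 313 to 2733 higher and 355 to 4811 lower. The highest counts came without control replicate 3 and the lowest without the library labelled double knockout of replicate 1. Without control replicate 1 or 2 the count was 1381 or 1205, and without replicate 2 or 3 of the libraries labelled double knockout 1043 or 1353. On the same genes as tested with all libraries the 6 fits gave 819 to 3963 genes, and without control replicate 3 but with the background subtracted 4645 genes passed (2034 higher, 2611 lower).

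The number of lists called by camera, 7, was 0 with an estimated correlation, where 2 lists had an unadjusted p under 0.05, and stayed within 1.5 times with fry (5 lists). It ranged from 4 without control replicate 3 to 10 without the library labelled double knockout of replicate 3. In 15 of the 18 lists some alternative changed the median's side of the threshold or its sign: of 197 list medians recomputed, 15 were weaker, 7 stronger and 4 reversed. The reversed ones started near 0 or were past no threshold. The melanocyte median became 0.20 without control replicate 2 and reached -1.80 without control replicate 3. The interferon-stimulated median became 0.12 with the background subtracted. The red blood cell median became -0.35 without control replicate 1 and -0.14 without the library labelled double knockout of replicate 1, and was at most 0.14 among the 6 fits. The cause was not tested. The medians of the 3 higher lists kept their direction and stayed past the threshold in all 6 of these fits: 2.80 to 4.58 for wound and stress, 1.16 to 1.74 for proliferation and 0.71 to 1.00 for basal keratinocytes.

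Of 304 values recomputed for the 13 named genes, 276 kept their direction and side of the threshold, 26 were weaker, 2 stronger and 0 reversed. Krt6b, BC100530, Cxcr2, Sprr1b and Grin2a stayed past the threshold in every alternative run, with log2 fold changes of 7.94 to 8.89, 7.15 to 8.18, 5.73 to 6.74, 4.15 to 4.88 and -7.23 to -4.85. Tfap2a ranged from 0.32 to 0.72 and Tfap2b from -0.56 to -0.27, so neither changed direction.

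The 9 other planned comparisons, all of which needed libraries at 3 weeks whose files list every gene at 0, were not run, nor were their alternatives with another 3-week control. With at least 10 counts in every library 8 of the named genes were not tested, and the skeletal muscle list gave no median after background subtraction. With 3 libraries in each group, 4-fold changes were called in 70.98% of simulated cases, so some changes of that size are missed at this number of libraries.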

Other observations

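Tests chosen only after the result was seen were the ratio of chromosome X to autosomes in silent genes, the totals of control replicates 1 and 2, the exchange of labels, the loss of RNA for Skint3, both tests on H2-Eb1, and the rank correlations of the controls with the libraries labelled double knockout.

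Of the 10 splits of the 6 libraries at 6 months into 3 and 3, 1, the real one, gave as many as 2637 genes past the threshold, and no other gave more than 2. A share under 0.1 cannot be had from 10 splits, so chance cannot be excluded by this count. DNA of another strain carried along with the floxed genes could raise the share of calls near them. Within 10 Mb of Tfap2a and Tfap2b 31 of 185 tested genes were past the threshold. This share lay at the 84.7 percentile of 10000 random pairs of windows, so the windows did not stand out. With 31 of the 2637 calls they could not be the source of the calls as a whole in any case. Strain differences elsewhere in the genome were not tested by these windows.

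Control replicates 1 and 2 held more genes with a count than the other libraries. Deeper sequencing was argued against, since the larger of their totals was 78.4% of that of control replicate 3. RNA from another tissue was argued against, because the top 1% of the genes silent elsewhere took 6.26% of the counts of those genes. Genomic DNA is a candidate source. In 3360 protein-coding genes silent in the other libraries, the counts per exonic kb on chromosome X were 0.481 times those on autosomes (95% bootstrap interval 0.417 to 0.545), near what 1 X chromosome in male cells would give. Differences in how well reads map to chromosome X were not tested. The labels give no sequencing or library batch.

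That background was argued against as the whole cause of the lower genes, because 86.2% of them (1316 of 1526) stayed past the threshold after it was subtracted. It may account for part of the lower calls made without control replicate 3, which fell by a factor of 1.84 on subtraction, from 4811 to 2611.

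Control replicate 3 lay about as near the libraries labelled double knockout as the other controls. With the background subtracted its mean rank correlation was 0.947 with either. Genomic DNA in control replicates 1 and 2 was argued against as the whole cause. After the subtraction their rank correlations with the libraries labelled double knockout were 0.903 to 0.922, against 0.944 to 0.951 for control replicate 3, and the gap between these ranges was 0.0228, or 0.0274 before the subtraction. A batch holding control replicates 1 and 2 alone could widen the groups' difference. Of the genes called without control replicate 3, it lay on the called side of all 3 libraries labelled double knockout in 75.8% after subtraction and in 60.8% before it. Such a batch as part of the difference cannot be told apart from the group difference, since it would hold controls alone.

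The wound and stress keratinocyte list was higher in the libraries labelled double knockout. Its median of 3.52 was 3.51 after background subtraction, 2.80 at the lowest among the 6 fits that left out 1 library, 3.47 with length and GC trends removed and 3.53 at the lowest under median-ratio factors or total counts. Summed over paralogs, the log2 fold change was 1.43 at the lowest among 3 families under TMM, higher in 3 of 3 libraries, and all 3 families kept that direction under median-ratio factors and total counts. These values argue against genomic DNA, a single library, length or GC content, normalization and shared reads as the whole cause. The summed list was at 3606 to 4973 CPM in the libraries labelled double knockout and at 538 to 798 CPM in the controls, and against control replicate 3 alone the median was 2.59. A biological difference that goes with the labelled groups stays open as a hypothesis.

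Cxcr2 and the stefin A genes, which neutrophils also express, were higher in the libraries labelled double knockout. Neutrophils in the sheet were argued against as the source of Cxcr2. Of 7 other listed neutrophil genes 0 lay above Cxcr2 in those libraries. The highest value was 1.88 CPM, for Csf3r, against 25.4 CPM of Cxcr2 at the lowest. Genes among these 7 that mature neutrophils hold at a low level could not tell, and their levels in such cells were not examined. S100a8 and S100a9, which neutrophils hold in abundance, went the other way in part. They lay above Cxcr2 in 1 library labelled double knockout, that of replicate 3, at 172 and 70.8 CPM, and at 4.23 to 24.0 and 2.52 to 7.60 CPM in the other 2, higher in all 3 than in any control. Both belong to the wound and stress keratinocyte list, so they do not tell the cell types apart, and their source was not tested. Another source of Cxcr2 was not tested.

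Neither Tfap2a nor Tfap2b showed the loss that the labels would give at gene level. An exchange of the labels of both 6-month groups could leave both genes lower in the controls. Tfap2a was lower in the libraries labelled control, but Tfap2b, with a log2 fold change of -0.43, was not. Counts over whole genes may miss the deletion of an exon, so an exchange of labels cannot be told apart from labels that are right.

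The genes named in the rest of this part were chosen after their values were seen. Skint3 (chromosome 4, 112232245 to 112300468, GRCm38), a member of the suprabasal list, was at 122, 1.94 and 141 CPM in control replicates 1 to 3 and at 0, 0.409 and 160 CPM in the libraries labelled double knockout. The labelled groups therefore do not part it. RNA lost or diluted in single libraries was argued against: of 5710 genes over 20 CPM in the 3 libraries with Skint3, 3 (Skint3, Skint4 and Skint9) were over 20 times lower in the other 3. A strain variant at the locus is a candidate explanation. With a minimum of 1 CPM, 5 of 5 other genes with this pattern lay on chromosome 4, which holds 5.96% of genes at that level, and they lay between 112072016 and 112956286. Such a variant would mean that animals within each labelled group differ from one another at this locus. Whether they differ in background strain elsewhere in the genome was not tested. DNA sequence was not analysed here.

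H2-Eb1 (chromosome 17, 34305877 to 34316199) was at 119 and 122 CPM in the libraries labelled Tfap2b knockout and at 3.04 to 6.89 CPM in the 6-month libraries, a ratio of 28.2. Fewer antigen-presenting cells were argued against, because the median ratio of H2-Aa, H2-Ab1 and Cd74 was 1.63. The neighbouring H2-Ea-ps went the other way, with 0 and 1 counts in the libraries labelled Tfap2b knockout against 63 to 236 at 6 months. Its ratio of 0.00443 rests on 1 count, so only the direction can be read from it. A strain variant at the locus may link both values, but it cannot be told apart from age or genotype, since these differ between the same libraries.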
